A study of Mus musculus with 6 samples.

How the data were processed

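RNA from primary mouse mast cells was sequenced in 6 samples, 3 of peritoneal cell-derived mast cells (PCMC) and 3 of bone marrow-derived mucosal mast cells (BM-MMC). Per the labels, the mice were wild-type C57BL/6, RNA was extracted with TRIzol and a spin column, and stranded total RNA libraries were made from 418 to 500 ng of RNA after removal of ribosomal RNA. The authors deposited 1 table of normalized read counts, a signal per gene and sample, for 16889 genes named by versioned Ensembl identifiers. Per the labels, each column belongs to 1 sample, and each sample was assigned to its group and replicate number by its title. The aligner, the counting program, the genome build, the gene annotation and the normalization are not stated in the labels or the file header. Whether reads that match more than 1 gene were counted, and whether counting used the strand, is not stated either.

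The deposited values are not whole numbers. Low values of unspliced genes with a single transcript lay near multiples of 1 step per sample, and this step was taken as the value of 1 read. The step ranged from 0.581 to 1.55 normalized counts. Among all low values, 55.9% to 65.7% per sample lay within 0.1 of a whole number of steps, so whole reads were not recovered and tests made for counts were not used. The total of each column divided by its step gave an estimate of 20.4 to 53.1 M reads (M, mega) per sample. A gene was treated as at or under the floor of 3 reads when every sample of a group was under 3.5 steps; this limit was set after the values of Mcpt1 had been seen. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules. The design fixed before the data were examined had planned edgeR and DESeq2 as alternatives if whole reads could be recovered, and they were not run.

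Gene symbols, classes and positions were taken from the GENCODE mouse annotation on GRCm39 by the Ensembl identifier without its version. Of the identifiers, 16793 matched and 96 did not, and 3885 had the same version. The build used by the authors may differ.

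Genes with a mean of at least 10 over the 6 samples were tested (16577 genes; 312 were left out). Log2(value + 1) was fitted with limma 3.58.1 in R 4.3.3, with group as the only term and an intensity trend in the empirical Bayes step. P-values are two-sided and were adjusted by the Benjamini-Hochberg method over all tested genes, with a threshold of 0.05. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. Where all samples of 1 group were at or under the floor, the fold was computed against the floor and is given as a lower bound; the log2 fold change of such genes served only for testing and ranking and depends on the pseudocount. Single values per sample were compared with an exact two-sided permutation test, which cannot go below 0.1 with 3 against 3 samples. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots used matplotlib 3.10.9.

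The test was tested on simulated data with the steps and means of these samples, a dispersion of 0.02 and 200 genes changed 2-fold. Of 199 changed genes among the 16547 tested, 165 (82.9%) were called with the right sign, and 7 of 172 calls (4.07%) were false. All simulated genes had the same dispersion and few were changed, while 68.6% of the tested genes differed in the real data. These rates therefore may not carry over to the real calls.

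The genes named were fixed by a rule written before the data were examined. They are the genes of 6 lists (proteases, mast cell identity, receptors and adhesion, heparin and chondroitin sulfate synthesis, cytokine response, cell cycle) and the 8 genes with the largest change in each direction. The latter had to pass the threshold, reach a mean of 100 in the higher group and show no overlap between groups. Lists of markers of other cell types and of sex-linked genes were fixed at the same time. Genes named outside the rule are said to be so where they appear. Not every gene of the lists is reported singly here. The alternatives tried were other pseudocounts, other filters, rescaling to equal totals or upper quartiles, quantile normalization, other variance settings, sample weights, a stricter threshold, the replicate number as a block, and leaving out each sample in turn. The pairing in the block comes from the replicate numbers in the sample titles; the labels do not say whether same-numbered cultures share an animal.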

Results

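The series compared BM-MMC with PCMC to characterise a bone marrow-derived model of mucosal mast cells. PCMC are mast cells grown from cells of the peritoneal cavity. Their cytokines and culture time were not available here. Origin, cytokines and time in culture therefore cannot be separated as causes of a difference between groups. BM-MMC were grown from bone marrow with stem cell factor (70 ng/mL) and interleukin-3 (5 ng/mL) for 4 weeks, and then also with interleukin-9 (5 ng/mL) and TGF-β1 (1 ng/mL) for 1 week. Each group had 3 samples. The estimated depth was 32.6, 53.1 and 20.4 M reads (M, mega) in PCMC replicates 1 to 3, and 33.3, 30.5 and 36.1 M reads in BM-MMC replicates 1 to 3. No pair of replicates agreed within counting noise: the mean squared difference was 12.5 to 23.2 times the counting variance over the 6 pairs. The median over genes was lower, at 4.06 to 4.88 times the median that counting noise alone would give. The labels list the replicates as separate samples, and each was counted as 1.

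Samples of the same group had a mean Pearson correlation across genes of 0.984 (SD 0.00294 over 6 pairs), and samples of different groups 0.792 (SD 0.00509 over 9 pairs). Genes are not independent replicates, and these values describe the samples. A stricter filter, a mean of at least 50, moved the latter most, to 0.691. The first principal component carried 90.4% of the variance and separated the groups, and the second carried 3.23%.

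Of 16577 genes tested, 11366 (68.6%) differed between BM-MMC and PCMC at a limma adjusted p under 0.05. Of these, 5801 were higher and 5565 lower in BM-MMC. The change was at least 2-fold in 5432 genes, of which 2600 were higher and 2832 lower, and under 2-fold in 5934. The groups did not overlap in 12285 genes (74.1%; chance gives 10%). With the replicate number as a block, 11089 genes differed (5677 higher, 5412 lower), and 10907 of them were also called without it. The deviations of same-numbered samples from their group means had a mean correlation of 0.0525, the highest of the 6 possible pairings (range -0.0579 to 0.0525). The strictest alternative, an adjusted p under 0.01, gave 9476 genes. The balance of directions depended on the scaling. The median log2 fold change of all tested genes was -0.02 as deposited and -0.19 after rescaling to equal totals, and the share of calls that were higher in BM-MMC went from 51.0% to 41.3%. It also differed by gene class. Among protein-coding genes, 56.4% of calls were higher in BM-MMC as deposited and 46.2% after rescaling to equal totals. Among lncRNA genes, these shares were 26.4% and 20.7%. After quantile normalization the gap was narrower, at 51.4% among protein-coding genes and 38.2% among lncRNA genes.

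**Figure D1:**
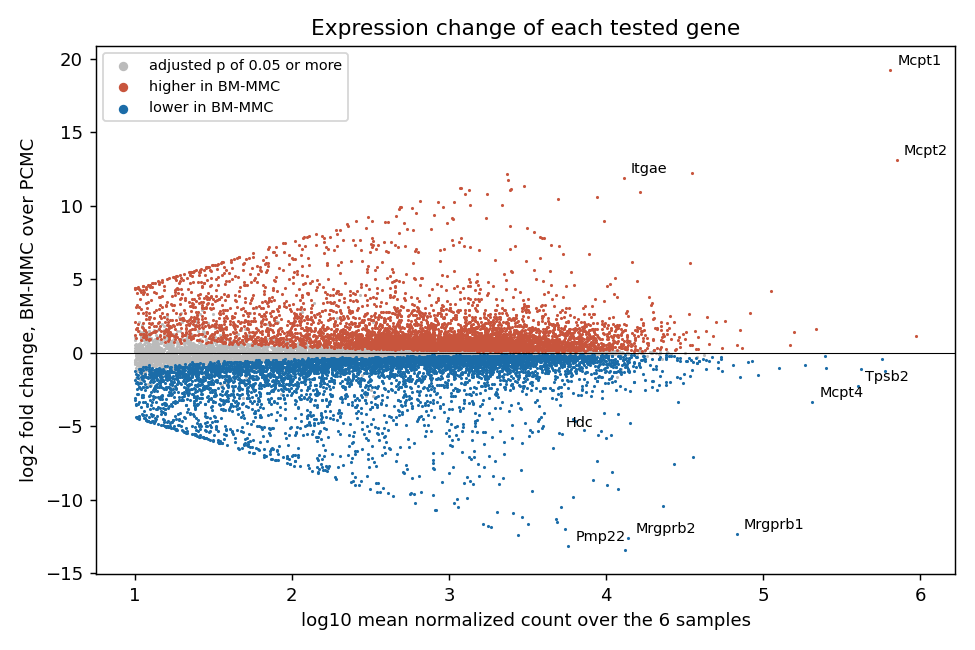
Log2 fold change of BM-MMC over PCMC (vertical axis) against the log10 mean normalized count over the 6 samples (horizontal axis), with 1 point per tested gene, coloured by limma adjusted p and direction. The 5801 higher and 5565 lower genes cover the whole range of expression, and Mcpt1 and Mcpt2 lie at the upper right; the height of Mcpt1, which is at or under 3 reads in PCMC, depends on the pseudocount, while Mcpt2 lies at 13.11.

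The largest increases by the fixed rule were in Mcpt1, Mcpt2, Ifitm1, Clnk, Itgae, Gm37648, Irag1 and Adgrg7. The log2 fold change was 13.11 for Mcpt2, 12.24 for Ifitm1, 11.91 for Itgae and 11.34 for Irag1. The other 4 were at or under 3 reads in every PCMC sample. Of these, the pseudocount set the rank of Clnk, Gm37648 and Adgrg7. It did not set that of Mcpt1, which was at least 415949-fold higher in BM-MMC, against 8906-fold for Mcpt2. The pseudocount also moved genes with few reads in PCMC. The log2 fold change of Irag1 was 9.02 with a pseudocount of 10 and 12.19 with 0.1. The log2 fold change of Mcpt2, 13.11 as tested, moved far less. Clnk and Adgrg7 were listed at 0 in every PCMC sample. Clnk had 4674 ± 109 normalized counts in BM-MMC (SD, n = 3), at least 1515-fold above the PCMC floor, and Adgrg7 had 2380 ± 188, at least 772-fold above it. Itgae (ENSMUSG00000005947.12; GRCm39 chromosome 11, 72981409 to 73039917), an integrin subunit gene, had 6.15 ± 2.81 normalized counts in PCMC and 25864 ± 3470 in BM-MMC (SD, n = 3). Gm37648 was at least 1549-fold higher in BM-MMC. It lies within the span of Soat1 on the opposite strand, so its value is uncertain where strand was not used in counting. Soat1 itself changed the other way, with a log2 fold change of -2.55 (SE 0.18, limma adjusted p 7.33e-06); it was looked up after the values of Gm37648 were seen.

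The largest decreases were in Mrgprx2, Pmp22, Mrgprb2, Kcnq1, Mrgprb1, Ednra, Hs3st3a1 and Tox2. The log2 fold change was -13.43 for Mrgprx2, -12.61 for Mrgprb2, -12.33 for Mrgprb1 and -11.97 for Ednra. These too depended on the pseudocount: with 10 and 0.1, the log2 fold change of Mrgprx2 was -11.10 and -14.87, and the log2 fold change of Ednra was -9.85 and -12.61. The other 4 were at or under 3 reads in every BM-MMC sample: Pmp22 was at least 3628-fold lower in BM-MMC, Kcnq1 at least 1736-fold, Hs3st3a1 at least 1169.9-fold and Tox2 at least 1120.1-fold. Mrgprb2 (ENSMUSG00000050425.3; GRCm39 chromosome 7, 48200713 to 48207885) had 27523 ± 2217 normalized counts in PCMC and 3.48 ± 1.04 in BM-MMC (SD, n = 3). Mrgprb1 had 135340.5 ± 3578 in PCMC and 27.0 ± 11.9 in BM-MMC. Mrgprx2, Mrgprb1 and Mrgprb2 belong to 1 gene family, and reads shared among its members may have been split between them.

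All 14 genes of the protease list were tested and 12 differed, 7 higher and 5 lower in BM-MMC; adjustment over the list alone also gave 12. Mcpt1 (ENSMUSG00000022227.6; GRCm39 chromosome 14, 56255428 to 56257841) had 1.35 ± 1.45 normalized counts in PCMC and 1283191 ± 175319 in BM-MMC (SD, n = 3). It was at or under 3 reads in each PCMC sample and at least 415949-fold higher in BM-MMC. Mcpt2 (ENSMUSG00000022226.7; chromosome 14, 56279498 to 56282099) had 158.6 ± 12.8 in PCMC and 1412471 ± 106862 in BM-MMC, a log2 fold change of 13.11 (SE 0.08, limma adjusted p 1.01e-10). Together these genes made up 7.72% of the BM-MMC total. Mcpt4 went from 374990.0 ± 28470 in PCMC to 36568 ± 3325 in BM-MMC, a log2 fold change of -3.36. Tpsb2 (-2.27), Cpa3 (-1.10), Tpsab1 (-1.09) and Cma1 (-1.05) had lower log2 values in BM-MMC. Mcpt8 (6.99), Ctsg (6.13), Gzmb (3.17), Mcpt9 (0.90) and Tpsg1 (0.30) had higher ones. Mcpt8 is also on the fixed list of basophil markers. Its BM-MMC values were 1189, 1674 and 2326 in replicates 1 to 3, the order seen for neutrophil markers. Most genes of the cell cycle list had that order too, so the order alone does not point to other cells. The ratio of replicate 3 to replicate 1 was 1.96 for Mcpt8, against at least 38.4 for the neutrophil markers. Of the 5 basophil markers tested, 4 differed, 2 higher and 2 lower in BM-MMC. Cma2 and Prss34 did not differ, with limma adjusted p of 0.781 and 0.145, but Prss34 passed as lower in BM-MMC without BM-MMC replicate 1. The chymase genes on chromosome 14 share stretches of sequence, so low values beside an abundant relative are uncertain. The list held 6.32 ± 0.204% of the total in PCMC and 9.55 ± 0.700% in BM-MMC (SD, n = 3; exact two-sided permutation p 0.1, the smallest this design allows).

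**Figure D2:**
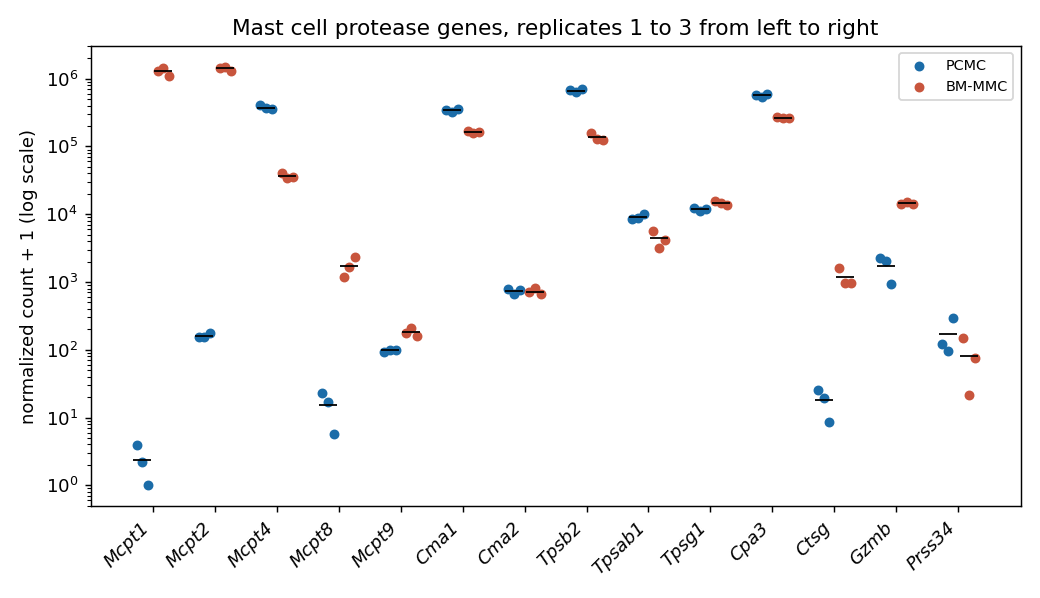
Normalized counts + 1 on a log axis for the 14 protease genes (horizontal axis), with 1 point per sample and bars at the group mean, PCMC in blue and BM-MMC in red. Mcpt1 and Mcpt2 have means of 1283191 and 1412471 in BM-MMC, while Mcpt4 falls from 374990.0 in PCMC to 36568 in BM-MMC.

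Of the 20 mast cell identity genes, 19 differed, 10 higher and 9 lower in BM-MMC. Hdc, which encodes histidine decarboxylase, fell most, from 9738 ± 3480 to 218 ± 56.9 normalized counts (SD, n = 3; log2 fold change -5.43, SE 0.29, limma adjusted p 1.62e-06). Kit (-1.0), Mitf (-1.40), Hpgds (-1.24) and Il3ra (-1.33) had negative log2 fold changes. Csf2rb2 (4.24), Csf2rb (2.75) and Tph1 (2.17) had the highest positive ones; Csf2rb and Csf2rb2 are close relatives whose reads may be shared. Of the IgE receptor genes, Fcer1a (0.60) and Ms4a2 (0.30) were higher and Fcer1g (-0.46) lower. Srgn did not differ as deposited (log2 fold change -0.03, limma adjusted p 0.647), but passed the threshold as lower in BM-MMC under the 3 other scalings.

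Of 24 receptor and adhesion genes tested, 20 differed, 9 higher and 11 lower in BM-MMC, and 3 list genes were not tested. Apart from Itgae, Mrgprb1 and Mrgprb2, the increases were led by C3ar1 (log2 fold change 4.94), Ptger4 (4.67) and Ahr (4.59), and the decreases by Hrh4 (-3.48), Fcgr2b (-2.83) and Mrgpra4 (-2.39). The receptors for the added cytokines differed from each other: Tgfbr2 was lower (-1.46, limma adjusted p 6.01e-07), while Il9r (-0.13, 0.404) and Tgfbr1 (0.07, 0.222) did not differ. Tlr2 passed narrowly (2.17, limma adjusted p 0.0495). Its BM-MMC values were 22.2, 34 and 221 in replicates 1 to 3, an order shared with neutrophil markers and most cell cycle genes.

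Of 22 genes of heparin and chondroitin sulfate synthesis tested, 19 differed, 6 higher and 13 lower in BM-MMC, and 20 did when adjusted over the list alone. Chsy1 rose from 1040 ± 80.2 to 30480 ± 1040 normalized counts (SD, n = 3; log2 fold change 4.87, SE 0.06, limma adjusted p 6.03e-09). Dse (-6.99), Ext1 (-3.33), Xylt1 (-2.38) and Ndst2 (-1.57) had negative log2 fold changes. Hs3st1 passed narrowly (3.94, limma adjusted p 0.0491), with BM-MMC values of 690, 136 and 113. Its PCMC values were 46.1, 61.9 and 0 in replicates 1 to 3. The 0 makes its log2 fold change depend on the pseudocount, and the ratio of the group means was 8.69. Hs6st2 did not differ as deposited (-0.02, limma adjusted p 0.860), but passed the threshold as lower in BM-MMC after rescaling to equal totals.

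Of the 17 genes taken to answer TGF-β or STAT cytokines, 15 differed, 11 higher and 4 lower in BM-MMC. The cytokines given to PCMC are not known here, so these differences cannot be assigned to the cytokines added to BM-MMC. Cish rose from 643 ± 7.17 to 5292 ± 318 normalized counts (SD, n = 3; log2 fold change 3.04, SE 0.06, limma adjusted p 2.08e-08). Socs1 (4.56), Socs3 (3.42), Pim1 (2.89), Skil (2.89) and Smad7 (1.76) also had positive log2 fold changes. Smad6 (-3.0), Socs2 (-2.37) and Ski (-0.61) were among those with negative ones. Tgfbi was at or under 3 reads in PCMC and at least 83.2-fold higher in BM-MMC. Its BM-MMC values were 40.6, 147 and 583 in replicates 1 to 3, the order seen for neutrophil markers and most cell cycle genes.

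All 36 cell cycle genes were higher in BM-MMC, with no overlap between groups. Log2 fold changes ran from 0.43 for Pcna to 3.5 for Ube2c, with a median of 2.62, and all 36 remained higher under each scaling tried. Mki67 rose from 3525 ± 322 to 23188 ± 2481 normalized counts (SD, n = 3; log2 fold change 2.72, SE 0.09, limma adjusted p 1.81e-07).

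**Figure D3:**
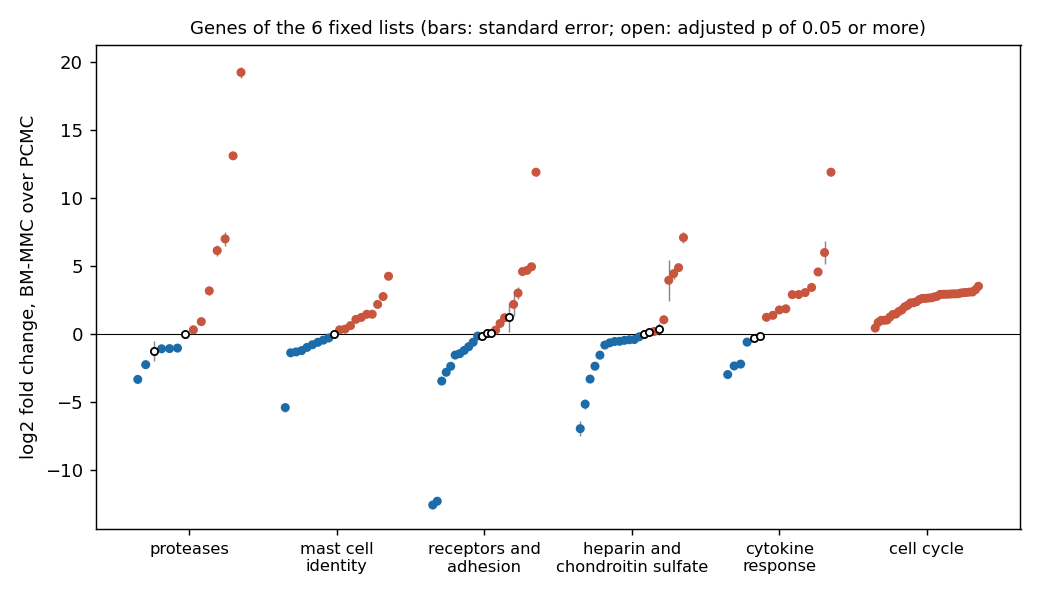
Log2 fold change of BM-MMC over PCMC (vertical axis) for each tested gene of the 6 fixed lists (horizontal axis), with bars for the standard error and open points for genes with a limma adjusted p of 0.05 or more. The 36 cell cycle genes all lie above 0, from 0.43 to 3.5, while the other lists spread to both sides.

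Markers of other cell types had been fixed as lists beforehand. Many were present in both groups, such as the macrophage marker Adgre1 (limma adjusted p 0.405), and some in 1 group. Of the 7 macrophage markers tested, 3 differed. Mrc1 (log2 fold change 3.98) and Cd68 (2.06) were higher in BM-MMC, and C1qc (-4.09) was lower. S100a8 had 25.4, 302 and 1151 normalized counts in BM-MMC replicates 1 to 3 and was listed at 0 in PCMC. S100a9, Ltf and Ngp followed the same order. Epx, Prg2 and Ear2, markers of eosinophils, were also listed at 0 in PCMC, and Prg2 had 293, 348 and 1300 in BM-MMC. Siglecf, of the same list, was higher in BM-MMC too, with 38.6, 55.4 and 68.9 against 3.87, 4.12 and 11.2 in PCMC (limma adjusted p 0.000417). Ccr3, the other tested gene of the list, went the other way, with 837, 887 and 749 in PCMC and 7.52, 5.79 and 12.4 in BM-MMC. Col1a1 had 759, 396 and 279 in PCMC replicates 1 to 3 and was listed at 0 in BM-MMC, as were Col1a2, Col3a1, Dcn and Upk3b. The mesothelial gene Msln, of the same list, had 162, 180 and 89.9 in PCMC and 85.2, 133 and 94.1 in BM-MMC and did not differ (limma adjusted p 0.226). The Y-linked genes Ddx3y, Uty, Eif2s3y and Kdm5d were above 1296 normalized counts in all 6 samples.

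**Figure D4:**
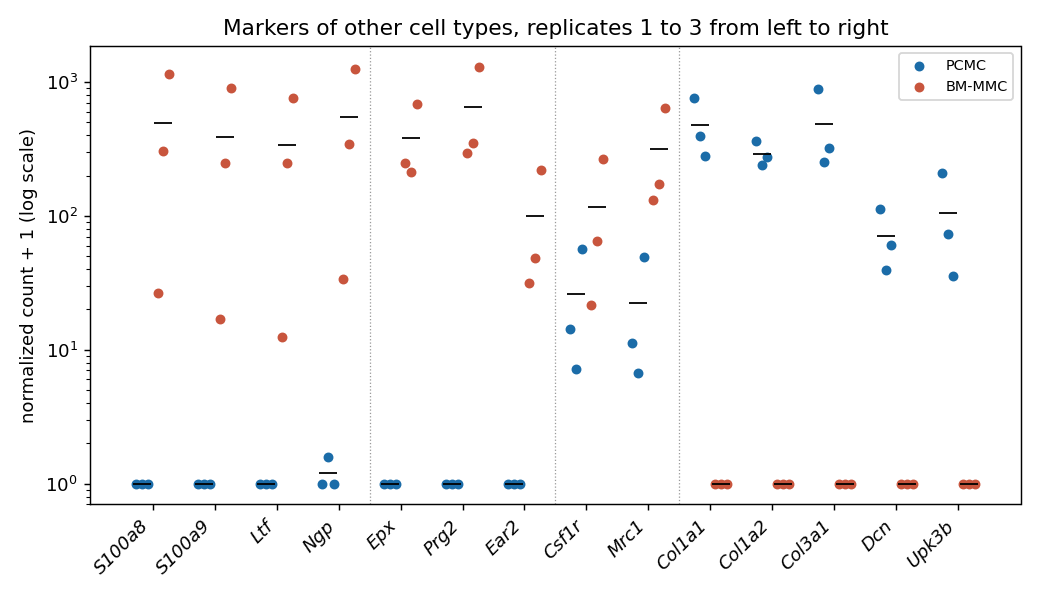
Normalized counts + 1 on a log axis for marker genes of neutrophils, eosinophils, macrophages and stromal cells (horizontal axis, parted by dotted lines), with 1 point per sample, replicates 1 to 3 from left to right, and bars at the group mean. S100a8 rises from 25.4 to 1151 across the BM-MMC replicates, and Col1a1 falls from 759 to 279 across the PCMC replicates.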

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

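The alternatives were chosen before the data were examined. The 10 counts of differing genes, over all genes and over the 6 lists, stayed within 1.5 times their value under each of the 18 alternatives. Genes differing ranged from 9476 at an adjusted p under 0.01 to 11704 after rescaling to equal totals, of which 10393 were shared with the fit on deposited values. The fits that each left out 1 sample gave from 10370 to 10926 genes. The share of calls higher in BM-MMC was 51.0% as deposited. It was 41.3% with equal totals, 42.8% with equal upper quartiles and 49.4% after quantile normalization. Without rescaling, it was 54.0% with a mean of at least 50, 52.7% at an adjusted p under 0.01 and 52.5% without PCMC replicate 3. The balance of directions thus moved most with equal totals and equal upper quartiles, and less with settings other than the scaling. With the replicate block, 11089 genes differed, and the same-numbered samples had a mean correlation of deviations of 0.0525. The edgeR and DESeq2 alternatives were not run, because whole reads were not recovered.

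The mean correlation between groups, 0.792, moved to 0.738 with a pseudocount of 0.1, 0.843 with a pseudocount of 10, 0.799 with no filter, 0.691 with a mean of at least 50 and 0.856 with Spearman correlation; the cause was not tested.

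Across 142 named genes, 2547 comparisons with an alternative were made. Direction and side of the threshold stayed the same in 2483, while 39 lost and 13 gained significance and 12 changed sign. None of the 4 genes that changed sign passed the threshold on deposited values. The log2 fold change of Adora3 became -0.120 with equal totals, -0.0944 with equal upper quartiles, -0.0508 after quantile normalization and -0.0282 with array weights. That of Tgfbr1 became -0.0926, -0.0667 and -0.0994 under the first 3 of these settings. The first 2 lowered these genes by about as much as the median of all tested genes, which went from -0.02 to -0.19 and -0.16, so these changes of sign are a shift of values near 0. Across the 6 fits that each left out 1 sample, it ranged from -0.0785 to 0.138 for Adora3, from -0.114 to 0.0348 for Cma2 and from -0.0800 to 0.0545 for Hs6st2. The cause of the changes under the other settings was not tested. Calls that lost significance under several settings were Tlr2, Hs3st1, Csgalnact2 and Fcgr3.

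Depth limits what can be said of genes near the floor. In the shallowest sample, PCMC replicate 3, 3 reads correspond to 4.64 normalized counts, against 1.74 in PCMC replicate 2.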

Other observations

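Tests of chance splits for the total number of genes and of donor sex were laid down before their results were seen; the others below were chosen afterwards. The ATF4 list was written after 3 genes had drawn attention but before the listed genes were examined. Several tests were also changed after a first result: the depth test, the order test (marker genes were taken out), the count of stromal genes (widened to the whole list), the test of sequence shared with Mcpt4, and the relation of TEC genes to their hosts (repeated per host).

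Of the 10 splits of the 6 samples into 3 and 3, 4 part every same-numbered pair. Only the labelled split, 1 of these 4, gave as many genes, and this held for genes differing, higher, lower, at least 2-fold different, and for each of the 6 lists. The other 9 splits gave 0 genes, with 25 to 97 at an unadjusted p under 0.05. A design of this size cannot give a share under 0.1, so this count of splits alone could not decide the matter, whatever the data. The labelled split gave 11366 genes, and its groups did not overlap in 74.1% of the tested genes (chance gives 10%).

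Donor sex was weighed as a source of the differences between groups. The lowest value of a Y-linked gene in any sample was 1297 normalized counts (Uty in PCMC replicate 1), so male cells were present in all 6. Ddx3y (log2 fold change -0.28), Kdm5d (-0.20) and Eif2s3y (0.58) nevertheless passed the threshold, in different directions. Xist was not analysed here. For depth, the estimated reads of all 3 BM-MMC samples lay within the range of the PCMC samples. Spearman's rho across genes between log2 fold change and GC content was 0.0451, and with transcript length -0.00961. With mean expression it was 0.174, just under a limit of 0.2 that was set after the GC content and length values were seen, so a part played by expression level cannot be ruled out.

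Neutrophil markers rose steeply over the BM-MMC replicates. The ratio of replicate 3 to replicate 1 was at least 38.4 for S100a8, S100a9, Ltf and Ngp, while it was at most 0.989 for Mcpt1, Mcpt2, Cpa3, Kit and Fcer1a. With the marker lists left out, 42 genes higher in BM-MMC varied at least 4-fold between its replicates, and 64.3% of them followed the order 1, 2, 3. Genes that vary together share an order, whatever moves them. Genes lower in BM-MMC that varied as much between PCMC replicates were also taken, with the marker lists kept in. Of these, 5 of 10 followed the order 1, 2, 3 and 4 the reverse. Most cell cycle genes also followed the order 1, 2, 3 in BM-MMC, less steeply, as Mki67 did (21263, 22313 and 25988). The order therefore shows a shared sample effect and not its source. A candidate explanation is a small myeloid population of different size in each culture. Bulk values cannot tell this apart from expression of these genes by some of the mast cells. Among the 42 were Lyz2, Ccr2, Csf3r, Ly6c2, Lcn2 and Chil3, named after their values were seen. Calls such as Tgfbi and Tlr2 may therefore reflect other cells.

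Of the 6 tested genes of the stromal list, 5 were highest in PCMC replicate 1, and these 5 were listed at 0 in BM-MMC. Msln was highest in PCMC replicate 2 and present in both groups. A small stromal or mesothelial population in the PCMC cultures is a candidate explanation, but the count restates the pattern that prompted it and cannot decide. No other explanation was tested.

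BM-MMC replicate 1 stood apart in a set of stress genes. Trib3 had 2663, 240 and 120 normalized counts in BM-MMC replicates 1 to 3, Chac1 302, 21.5 and 15.9, and Nupr1 273, 39.1 and 35.7. Other known targets of the transcription factor ATF4 were then listed without these genes. Of 29 tested, 27 were higher in replicate 1 than in both others, with a median log2 ratio of 0.59. Of 10000 random gene lists matched on expression, 0% had a median as high (median of the lists 0.02). This may be an amino acid or stress response in that culture. It describes 1 library, has no replicate check, and handling of the culture or of its RNA was not tested as a cause. Some of the listed targets were also higher in BM-MMC as a group, such as Asns (log2 fold change 3.12) and Mthfd2 (3.17). Others, such as Ddit3 (-0.43) and Psph (0.20), did not differ between groups.

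Mcpt2 was above 3 reads in every PCMC sample, at an estimated 112 to 259 reads, while Mcpt1 was not. If reads or cells from BM-MMC were the source, both genes would be present in the BM-MMC proportion. The ratio of Mcpt1 to Mcpt2 was 0.00853 in PCMC and 0.908 in BM-MMC, which speaks against that source. Mcpt2 shares 3 words of 31 bases with the abundant Mcpt4 and Mcpt1 shares 22, although Mcpt1 was the lower. If reads that match both genes were counted, reads of Mcpt4 would thus have raised Mcpt1 more than Mcpt2. Whether such reads were counted is not stated, so the shared words cannot decide whether Mcpt4 was the source of the Mcpt2 values. The comparison covers exact shared words only, and reads placed despite mismatches were not examined.

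Genes of the class TEC (unspliced transcripts yet to be experimentally tested) had a median log2 fold change of -0.32. As deposited, they were not alone: the median was -0.42 for lncRNA genes and -0.28 for processed pseudogenes, against 0.08 for protein-coding genes. After quantile normalization, the median was -0.15 for lncRNA genes and 0.01 for protein-coding genes. That of processed pseudogenes changed sign, to 0.08. No explanation was tested for those classes. Random protein-coding lists matched on expression had a median of -0.21, and 0.46% of 10000 were as low. The random genes were drawn singly, while several TEC genes can lie in 1 gene and change with it. The share of 0.46% may therefore be too small, and whether expression level alone accounts for the TEC median is not decided. Relative to the median of all tested genes, the TEC median was -0.29 as deposited, with equal totals and with equal upper quartiles, and -0.08 after quantile normalization. For 812 TEC genes inside an intron of 1 gene, the log2 fold change followed that of the host gene (Spearman's rho across genes 0.829). Up to 17 of these genes share 1 host. Over the 526 hosts, with the median of their TEC genes, rho was 0.799 (permutation p 0.0002, the smallest that 10000 two-sided permutations give). Many TEC calls may therefore be intronic reads of their host. Whether PCMC libraries held more intronic reads was not decided. The median log2 ratio of TEC gene to host was -4.59 ± 0.12 in PCMC and -4.70 ± 0.16 in BM-MMC (SD, n = 3, exact two-sided permutation p 0.5). TEC genes made up 0.873 ± 0.117% of the total in PCMC and 0.560 ± 0.040% in BM-MMC (SD, n = 3, same test, p 0.1, the smallest possible). Changes of the host genes can also move this share, so it does not decide the question. Across genes, the log2 fold change of the TEC gene was lower than that of its host in 66.4% of pairs, with a median difference of -0.18. These pairs were not matched on expression, so the difference does not decide it either.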
